A study of Mus musculus with 2 samples.

How the data were processed

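Single-cell RNA libraries were made from mouse gastruloids, which are aggregates of embryonic stem cells that start to form the body axis in culture. About 300 cells of the R1 embryonic stem cell line, either wild type or lacking the transcription factor genes Sp5 and Sp8, were aggregated in serum-free N2B27 medium. The aggregates were given 3 µM CHIR, a GSK3 inhibitor that activates Wnt signalling, from day 2 for 12 hours and were collected at day 2.5. Each genotype has 1 library, so 2 libraries were compared and no replicate check exists for any difference.

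Libraries were made with the 10x Genomics single-cell 3′ chemistry and sequenced on a NovaSeq X Plus, per the labels. The authors deposited UMI counts per gene and barcode, not normalized. A UMI is a molecular tag that lets copies of 1 molecule be counted once. The labels name Cell Ranger 8.0.1 with default parameters, followed by removal of cells with very few UMIs. The deposited matrices list all 6794880 possible barcodes, so no cell filter has been applied in them, and they carry no statement of the writing tool or genome build. Per the labels, the median number of genes per cell was 5333 in the wild type and 5398 in the double knockout. Among the same numbers of top barcodes, the deposited counts give medians of 3234 and 2848. They also hold 21539 and 21447 genes with a UMI, against 25523 and 25786 in the labels. The deposited counts are therefore not the ones behind the statistics in the labels, and the reason was not tested.

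Cells were called here. A barcode was kept if its UMI total reached 10% of the 99th percentile among the top barcodes, whose number (9238 and 11190) came from the labels. The thresholds were 2508 UMIs in the library labelled wild type and 2084 in the library labelled double knockout, which 8770 and 10743 barcodes passed. Barcodes with fewer than 1000 genes (1 and 44) or more than 10% mitochondrial UMIs (64 and 33) were removed. Doublets were scored per library with a Scrublet-type score against simulated doublets. The highest scores were removed at 0.8% per 1000 cells, which took out 606 cells (6.96%) and 910 cells (8.53%). This left 8099 and 9756 cells with 86384274 and 84402779 UMIs.

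UMI counts were summed per library and scaled to each library total as CPM. The log2 ratio is the library labelled double knockout over the library labelled wild type, with a pseudocount of 0.5. With 1 library per genotype there is no test. Sums carry exact Poisson 95% intervals, ratios the exact conditional interval of 2 Poisson sums, and shares of cells exact binomial (Clopper-Pearson) 95% intervals. All of these cover counting error only and not the variation between cultures. A gene list is described by its median log2 ratio over genes with a mean CPM of at least 1. Its percentile is taken among 10000 random lists of the same size, each gene being replaced by 1 of the 100 genes nearest in mean CPM. That percentile describes these libraries only. In all, 19 lists were fixed before the data were examined, as were the other choices except where stated.

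The genes named in the text follow a rule fixed at the same time. Sp5 and Sp8 are always named. The 10 highest and 10 lowest log2 ratios are named among genes with a mean CPM of at least 10, leaving out mitochondrial, ribosomal protein and predicted or clone-named genes. In each list the 3 genes with the largest absolute log2 ratio at that level may be named. T was fixed beforehand as the marker whose share of cells is given. Outside the rule, Ddit3, Pmaip1, Cdx2 and Car4 are named only to identify clusters by their leading genes, after those were seen, and Gm11084 only as an overlapping gene. Bbs1 and Snrpn are marked in the text as named after their values were seen.

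Cells were clustered jointly with the Leiden method on 2000 variable genes, 30 principal components, 15 neighbours and a resolution of 0.5. Sp5, Sp8, cell cycle, mitochondrial, ribosomal and Y-linked genes were left out of the variable genes. No batch correction was made, since library and genotype are the same split. A cluster was named if at least 1 marker of a class was among its 10 leading genes by fold and at least 3 markers were 1.5-fold or more higher than in the other cells. The markers were fixed beforehand, but this scoring rule was set after the clusters were seen. A further clustering without genes whose log2 ratio was 0.25 or more in size was added after seeing the data. So was a comparison in which each cluster has the same weight in both libraries, the mean of its shares of UMIs. Its intervals come from 1000 Poisson draws of the counts per cluster. Since the clusters are led by differing genes, equal weights may also take away part of a difference that is not one of shares. The share of UMIs per chromosome, over genes with a mean CPM of at least 10, was taken in each cell with at least 4000 UMIs and divided by the median of all such cells. The limits of 0.8 and 1.2 times the median and the cells over the low limit were set after seeing the data. For phases and shares of cells with a UMI, each cell was thinned to 4000 UMIs, which left out 256 cells of the library labelled wild type and 437 of the other.

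The files' gene identifiers were matched to GENCODE M21 (GRCm38). Of 32285 identifiers, 99.85% were found there, and 97.73% of those had the same symbol. Coordinates are those of that annotation, since the matrices carry none. The scripts used Python 3.11.15 with scanpy 1.11.5, scipy 1.17.1 and scikit-learn 1.9.0. edgeR 4.0.16 was used only for the TMM scaling factors of the deposited counts, which were 1.01 and 0.988. The ratio and list steps were tested on simulated counts of 32285 genes in these 2 libraries, 200 of them changed. The 95% counting interval held the simulated log2 ratio for 95.5% of the changed genes. Lists that were not shifted fell outside the middle 95% of random lists in 4% of cases. These lists were drawn at random from genes with a mean CPM of at least 10, with independent noise added to each gene. The check thus does not cover short lists or lists of genes that vary together.

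Alternatives covered the cell filter, the mitochondrial limit, doublets, TMM scaling, the mean of each cell's CPM, G1 cells only, the largest named class only, the minimum CPM, ambient subtraction, thinning and the clustering settings. Their effect is given in the closing section.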

Results

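Transcripts were counted in single cells of day 2.5 gastruloids from 2 libraries, 1 labelled wild type and 1 labelled Sp5 and Sp8 double knockout. The library labelled wild type held 104083993 UMIs over all barcodes and the library labelled double knockout held 103187025. After filtering, 8099 and 9756 cells remained. The median cell had 10342 UMIs and 3235 genes in the library labelled wild type, and 8376 UMIs and 2828 genes in the library labelled double knockout. There were no replicates, so every difference below is a difference between these 2 libraries, and intervals cover counting error only.

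The targeted genes were examined first, because they check the labels. Sp5 (ENSMUSG00000075304) is a protein-coding gene on the plus strand of chromosome 2, from 70474923 to 70477729 in GENCODE M21 on GRCm38. It had 9378 UMIs in the library labelled wild type, or 108.6 CPM (95% interval 106.4 to 110.8). In the library labelled double knockout it had 40270 UMIs, or 477.1 CPM (472.5 to 481.8). The log2 ratio was 2.14 (2.10 to 2.17), so Sp5 was 4.39-fold higher in the library labelled double knockout. Sp8 (ENSMUSG00000048562), on the plus strand of chromosome 12 from 118846329 to 118852576, rose from 20.6 CPM (19.6 to 21.5) to 40.1 CPM (38.7 to 41.5). Its log2 ratio was 0.96 (0.88 to 1.05). No annotated gene overlapped either on the same strand. Both genes thus went against the label of the library. All directions below are therefore given between the library labelled double knockout and the library labelled wild type, and do not stand for loss of Sp5 and Sp8. Gene-level counts at the 3′ end do not tell transcripts of an intact allele from those of an edited one.

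Sp5 UMIs were found in 30.6% of thinned cells (29.6 to 31.6) in the library labelled wild type and in 70.0% (69.1 to 70.9) in the library labelled double knockout. Without thinning the shares were 54.1% and 83.6%. For Sp8 the thinned shares were 8.28% (7.67 to 8.91) and 13.6% (12.9 to 14.3), and the unthinned ones 18.4% and 25.9%. No cell type known to lack Sp5 or Sp8 was fixed as a background for these shares. The lowest thinned Sp5 share in the library labelled double knockout among clusters with at least 100 cells in each library was 30.7%, in cluster 3. Within those 6 clusters the Sp5 log2 ratio ranged from 1.18 (0.91 to 1.45) in cluster 3 to 2.51 (2.26 to 2.78) in cluster 6. The Sp8 log2 ratio ranged from 0.40 (-0.50 to 1.33) in cluster 3 to 1.48 (0.52 to 2.65) in cluster 5. The Sp8 ratio moved most in the cells scored as G1, where it was 0.18.

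**Figure D1:**
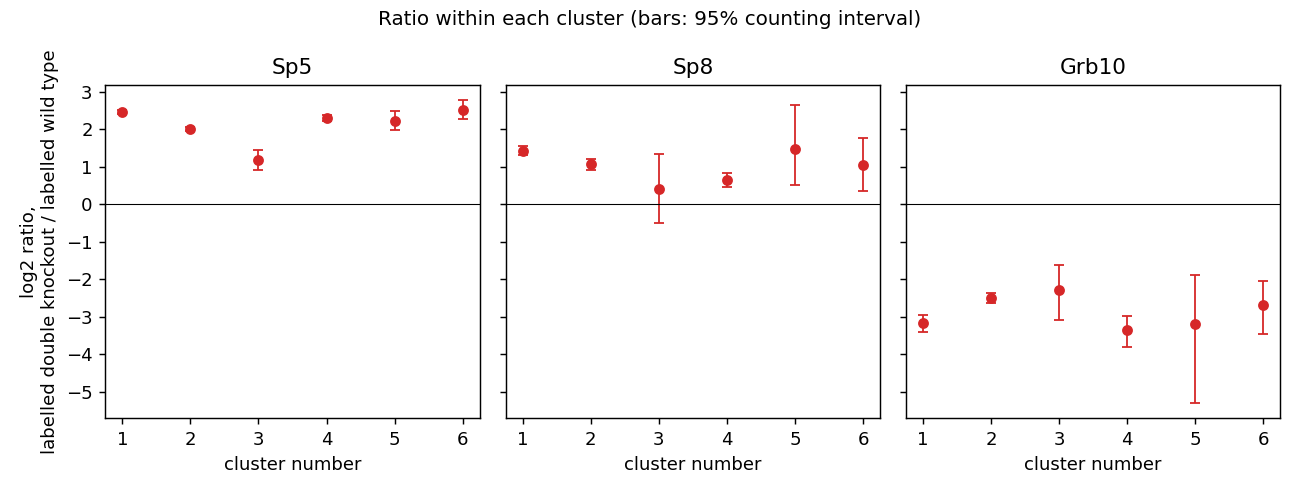
Log2 ratio of the library labelled double knockout over the library labelled wild type for Sp5, Sp8 and Grb10 in each cluster with at least 100 cells in each library; points are ratios of summed UMI counts and bars are 95% counting intervals. Sp5 lies above 0 in all 6 clusters, from 1.18 to 2.51, and Grb10 lies below 0 in all 6.

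Across the 7585 genes with a mean CPM of at least 10, the log2 ratio had a median of -0.03 and an SD across genes of 0.16. The 1st and 99th percentiles were -0.40 and 0.37. Sp5 had the highest ratio of all named candidates. After it came Gsc at 1.19 (1.07 to 1.30), Eomes at 1.02 (0.98 to 1.06), Adamts9 at 0.99 (0.85 to 1.12) and Sp8. Flt1, Otx2, Trh, Chac1 and Prickle1 followed, with log2 ratios from 0.73 to 0.84. The lowest ratio was that of Grb10 (ENSMUSG00000020176; chromosome 11, 11930508 to 12038683), which fell from 66.3 to 9.55 CPM with a log2 ratio of -2.79 (-2.90 to -2.69). Cdkn1c followed at -1.59 (-1.73 to -1.46), Irx3 at -1.24 (-1.37 to -1.12) and Irx5 at -1.21 (-1.35 to -1.08). Phlda2, Mycn, Rpa3, Foxb1, Klf2 and Sox3 lay between -0.83 and -0.76. The strand handling of the counting is not stated, so values of genes with an annotated antisense gene (Eomes, Adamts9, Otx2, Cdkn1c, Irx3 and Foxb1 among these) are less certain.

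**Figure D2:**
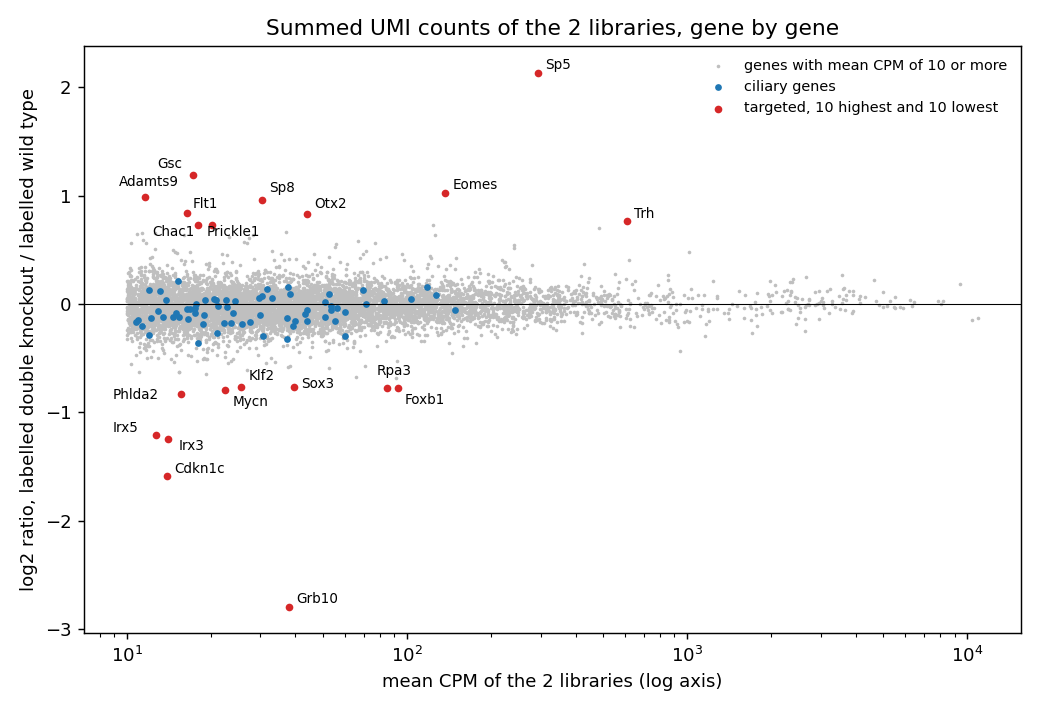
Log2 ratio of the library labelled double knockout over the library labelled wild type against the mean CPM of both libraries (log axis), 1 point per gene with a mean CPM of at least 10. Sp5 at 2.14 and Grb10 at -2.79 lie farthest from 0, while the ciliary genes (blue) lie among the other genes.

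The series title names primary cilia formation as the outcome of Sp5 and Sp8, so genes of cilium structure and transport were compared as a list. Of 112 listed genes, 110 had a mean CPM of at least 1. Their median log2 ratio was -0.07, with quartiles of -0.17 and 0.04. In the library labelled double knockout 35 were higher and 75 lower. The median lay at percentile 1.45 of matched random lists, whose own median was -0.03. The difference from the random median was thus small on the log2 scale. Of the alternatives set beforehand, TMM scaling moved the median most, to -0.036, and left its percentile at 1.45. In G1 cells the median was -0.038, which is also the median of all genes in those cells. That value is an offset of the scaling at small counts, so these few cells decide nothing about the list. In cluster 4 alone, an alternative added after seeing the data, it was 0.00020 at percentile 79.88. With every cluster at the same share in both libraries, also added after seeing the data, the median was -0.030 at percentile 44.8. In cluster 2 alone it was -0.062 at percentile 1.13, and in the largest named class, set beforehand, it was also -0.062, at percentile 2.05. In cells over the low limit on chromosomes 6 and 11 (below) it was -0.071 at percentile 0.84. The place of the list among random lists thus depended on the cluster and on the weights used. With a minimum mean CPM of 10 the list lay at percentile 7.37. Among its genes with a mean CPM of at least 10, the largest differences were those of Dzip1 at -0.36 (-0.46 to -0.25), Tmem107 at -0.32 (-0.39 to -0.25) and Cep83 at -0.30 (-0.38 to -0.22). Dzip1 and Cep83 each have an annotated antisense gene, which makes their values less certain.

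The list was divided into 7 modules. The BBSome module lists genes of the complex that carries membrane proteins in the cilium and genes that act with it. This module had the lowest median at -0.18 and lay at percentile 0.93. All 13 of its genes were lower in the library labelled double knockout. Alternatives for the modules were added after seeing the data. Within the 6 clusters the BBSome median ranged from -0.24 to -0.06. The module lay at percentile 6.62 in the largest named class and at percentile 47.46 in G1 cells, where counts are small. With equal cluster shares its median was -0.16 at percentile 1.23. Several of the single differences were not detectable at this depth, such as Bbs1 at -0.06 (-0.29 to 0.17), a gene picked after its value was seen. The medians of the other modules were -0.03 for IFT-B, -0.02 for IFT-A, -0.10 for ciliary motors, -0.06 for the transition zone, -0.08 for the basal body and 0.04 for the ciliary membrane. These lay between percentiles 8.08 and 94.15. Ciliary transcription factors, of which 7 of 11 passed the minimum, had a median of -0.24 at percentile 0.97. Rfx7 was at -0.21 (-0.27 to -0.15) and Rfx1 at 0.04 (-0.08 to 0.16). Hedgehog pathway genes, whose signalling runs through the cilium, had a median of -0.13 at percentile 7.0 over 9 genes. Within that list Gas1 was higher at 0.57 (0.48 to 0.66), while Gli2 was at -0.35 (-0.46 to -0.23) and Ptch1 at -0.35 (-0.46 to -0.24). Rfx7, Rfx1 and Gas1 also have annotated antisense genes.

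**Figure D3:**
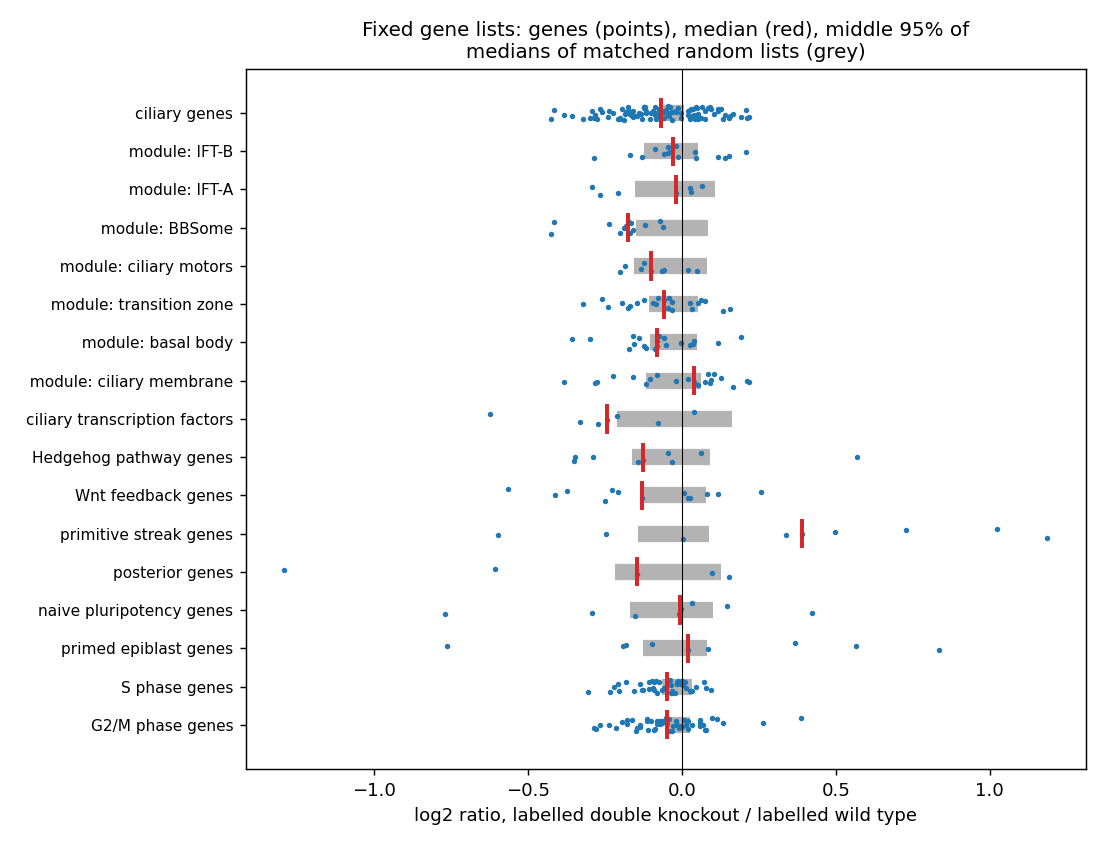
Log2 ratio of the library labelled double knockout over the library labelled wild type for the genes of each fixed list with a mean CPM of at least 1 (points), with the list median (red) and the middle 95% of medians of 10000 matched random lists (grey). The primitive streak genes have a median of 0.39, above the grey band, and the BBSome module has a median of -0.18, below it.

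The state of the cells was compared next. Primitive streak genes had a median of 0.39 over 9 genes, above all 10000 random lists, with 7 higher and 2 lower in the library labelled double knockout. Fgf8 rose from 93.2 to 154.3 CPM, a log2 ratio of 0.73 (0.69 to 0.77). Wnt feedback genes had a median of -0.13 at percentile 2.73, with 6 genes higher and 7 lower, and lay at percentile 20.37 with a minimum mean CPM of 10. Posterior genes had a median of -0.15 at percentile 13.58 over 5 genes, and the sign changed to 0.10 with a minimum mean CPM of 10, to 0.025 with equal cluster shares and to 0.021 in cells over the low limit on chromosomes 6 and 11. Naive pluripotency genes had a median of -0.01 at percentile 62.6 and primed epiblast genes one of 0.02 at percentile 80.93. Within the primed epiblast list Otx2 and Fgf5 were higher, at 0.83 and 0.57, and Sox3 was lower, at -0.76. Of the Sp family, 8 genes had a median of -0.07 at percentile 27.69. Sp3 was at -0.27 (-0.34 to -0.21), with an annotated gene, Gm11084, overlapping it on the same strand. Y-linked genes were counted in both libraries, with a median of -0.16 at percentile 10.38 over 3 genes.

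T, a primitive streak gene, had a UMI in 11.7% of thinned cells (10.9 to 12.4) in the library labelled wild type and in 15.8% (15.0 to 16.5) in the library labelled double knockout. Without thinning the shares were 24.8% and 27.6%. In the neural-like cluster, which served as a background for T, the thinned shares were 1.49% (0.31 to 4.28) and 2.54% (0.83 to 5.82), at median depths of 8401 and 7212 UMIs before thinning.

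Cilia are built in G1 or in resting cells, so phases were compared on thinned cells. G1 was assigned to 122 of 7843 cells, 1.56% (1.29 to 1.85), in the library labelled wild type and to 149 of 9319 cells, 1.60% (1.35 to 1.88), in the library labelled double knockout. The intervals overlapped. Under another rule, added after seeing the data, cells with both scores under the pooled medians made up 15.96% (15.16 to 16.79) and 19.67% (18.87 to 20.49). The intervals lay apart, so whether the libraries differ depends on the rule. That rule is relative to all cells pooled, so its share is not a share of cells in G1. Neither rule was checked against a measured phase. With only 122 and 149 G1 cells by the main rule, the values for G1 cells rest on small counts. S phase was assigned to 43.8% (42.7 to 44.9) and 41.7% (40.7 to 42.7), and G2/M to 54.6% (53.5 to 55.7) and 56.7% (55.7 to 57.7). S phase genes as a list had a median log2 ratio of -0.05 at percentile 9.86, and G2/M genes one of -0.05 at percentile 3.25.

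Joint clustering gave 8 clusters. Clusters 2 and 4 were called primitive-streak-like, cluster 3 naive-pluripotent-like, cluster 6 neural-like and cluster 7 extraembryonic-endoderm-like. Clusters 0, 1 and 5 stayed unnamed. Cluster 0 was led by the stress genes Ddit3 and Pmaip1, and cluster 5 had median depths of 3683 and 3094 UMIs. The primitive-streak-like class held 50.0% (48.9 to 51.1) of cells in the library labelled wild type and 62.2% (61.2 to 63.1) in the library labelled double knockout. Naive-pluripotent-like cells made up 2.88% (2.52 to 3.27) and 2.73% (2.41 to 3.07), neural-like cells 2.57% (2.24 to 2.94) and 2.08% (1.81 to 2.38), and extraembryonic-endoderm-like cells 0.210% (0.122 to 0.336) and 0.215% (0.133 to 0.329). Genes that lead the primitive-streak-like and neural-like clusters themselves differed between the libraries, so no difference in size is drawn from these shares.

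A clustering without genes that differed by 0.25 or more was added after seeing the data. Its 3 largest clusters were still led by genes that differed between the libraries, among them Cdx2, Irx3 and Car4. No difference in size is therefore drawn from it either.

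The share of UMIs on each chromosome was compared between cells, an analysis added after seeing the data. On chromosome 11, 18.82% of cells (17.96 to 19.7) in the library labelled wild type and 6.27% (5.78 to 6.78) in the library labelled double knockout had at most 0.8 times the median share. On chromosome 6 these were 22.1% (21.2 to 23.0) and 19.3% (18.5 to 20.1). On each of the other chromosomes they were at most 3.00%. Other chromosomes varied on the high side. At least 1.2 times the median was reached by 4.91% and 6.37% of cells on chromosome 19, and by 3.88% and 1.13% on X. The SD across cells on chromosome 19 was 0.126 and 0.126, against 0.119 and 0.084 on chromosome 11. The cells over the low limit on chromosomes 6 and 11 were not picked on these other chromosomes. The chromosome 11 shares formed separate groups. In the library labelled wild type 1194 cells lay from 0.7 to 0.8 times the median, 104 from 0.8 to 0.9 and 2363 from 0.9 to 1.0. Cluster 4 held most of the low cells of chromosome 11, which made up 87.5% and 51.7% of its cells, so this cluster is not set by cell type alone.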

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

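The clusterwise values, the equal cluster shares, the cells over the low limit on chromosomes 6 and 11, the pooled-median phase rule, the clustering without differing genes and the values of single genes and ciliary modules were chosen after seeing the data; the other alternatives were set before. A value was taken as moved when it left the 95% counting interval of the reported one. The cause of each change was not tested unless stated. Directions are for the library labelled double knockout against the library labelled wild type.

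The Sp5 and Sp8 log2 ratios stayed above 0 under each alternative, although the Sp8 interval in cluster 3 (-0.50 to 1.33) held 0. The Sp5 log2 ratio was 2.18 with a mitochondrial limit of 5%, 2.17 with TMM scaling, 2.40 in G1 cells and 1.97 in the largest named class. In clusters 1 to 6 it was 2.46, 2.01, 1.18, 2.29, 2.22 and 2.51. With equal cluster shares it was 2.225. The Sp8 log2 ratio was 1.137 with equal cluster shares, 1.086 in cells over the low limit on chromosomes 6 and 11, 0.18 in G1 cells and 0.71 in the largest named class, and 1.43, 1.06, 0.40, 0.65 and 1.48 in clusters 1 to 5.

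The ciliary median was -0.036 with TMM scaling, which moved the median of all genes from -0.031 to 0.0028. It was -0.038 in G1 cells, the same as the median of all genes there. In cells over the low limit on chromosomes 6 and 11 it was -0.071 at percentile 0.84. With equal cluster shares it was -0.030, and its percentile went from 1.45 to 44.8. In cluster 2 it was -0.062 at percentile 1.13, and in the largest named class -0.062 at percentile 2.05. It was -0.043 in cluster 1, 0.00020 in cluster 4, -0.10 in cluster 5 and -0.043 in cluster 6. Leaving out G1 cells, where the median of the list equals that of all genes and its percentile of 95.98 says little, its percentile ran from 0.84 to 79.88 in cluster 4. In G1 cells the medians were 0.88 for primitive streak, 0.24 for posterior, 0.32 for naive, 0.23 for primed epiblast and -0.32 for Hedgehog pathway genes. In the largest named class they were 0.25 for primitive streak, -0.56 for posterior and -0.062 for primed epiblast genes. The posterior median was 0.10 with a minimum mean CPM of 10, where only 3 genes were left, 0.025 with equal cluster shares and 0.021 in cells over the low limit on chromosomes 6 and 11. In those cells the primed epiblast median was 0.090. Wnt feedback medians stayed within the counting interval under each alternative.

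G1 cells numbered 122 and 149, so their sums are small. In them the sign changed for Mycn (0.038), Foxb1 (0.042), Dzip1 (0.085), Cep83 (0.020), Ift22 (-0.24), Traf3ip1 (0.12), Lztfl1 (0.26), Kif3b (0.32), Cep290 (0.40), Ofd1 (0.56), Rab34 (-0.04), Rab23 (0.13), Bambi (0.50), Nkx1-2 (0.51), Rspo3 (-0.04) and the basal body module (0.020). The value of Rab34 and Rspo3 is that of all genes in G1 cells, so for them it is an offset of the scaling and not a difference in the other direction. With equal cluster shares the sign changed for Nkx1-2 (0.025), and the median of ciliary motors moved to -0.026. No other single gene or module changed sign after being called. Of the values of single genes, modules and the ATF4 list under alternatives, 527 stayed within the interval, 111 moved and 17 reversed.

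Cells with both scores under the pooled medians made up 15.96% (15.16 to 16.79) in the library labelled wild type. In the library labelled double knockout they made up 19.67% (18.87 to 20.49). This share is relative to all cells pooled and is not a G1 share. Its intervals lay apart, while those of the main rule overlapped. The G1 share by the main rule was 1.204% in the library labelled double knockout with a mitochondrial limit of 5%. With all UMIs, the share of cells with a T UMI was 24.8% and 27.6%, since deeper cells show more genes.

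Class shares depended on the clustering. The primitive-streak-like shares, in the same order, were 62.5% and 76.0% at resolution 0.3, 20.6% and 42.1% at resolution 1.0, 15.6% and 13.7% with 1000 variable genes, and 4.96% and 15.2% with doublets kept. They were 51.2% and 65.7% with thinned cells and 40.3% and 66.8% with the library labelled wild type clustered alone. No cluster met the rule for that class without the differing genes. The order of the libraries in the named class thus changed with 1000 variable genes, but the class did not hold the same cells. A cluster with Car4 and Fgf8 among its leading genes, as in main cluster 2, stayed unnamed there. It held 22.13% and 39.04%, so no reversal for like cells is drawn. Naive-pluripotent-like shares were 2.32% and 2.10%, 0.827% and 0.666%, 1.80% and 1.78%, 1.95% and 1.95%, and 2.19% and 2.22% under the first 5 of these settings. With the library labelled wild type clustered alone that share was 4.78% in the library labelled wild type, and without the differing genes it was 2.44% and 2.18%. Neural-like shares were 30.1% and 16.2% at resolution 0.3, 3.85% and 3.06% at resolution 1.0, and 22.7% and 11.6% with 1000 variable genes. They were 3.12% in the library labelled wild type with doublets kept, 1.61% in the library labelled double knockout with the library labelled wild type clustered alone, and 3.11% and 2.52% without the differing genes. At resolution 0.3 and with 1000 variable genes, the neural-like cluster had Irx3 among its leading genes, as the unnamed main cluster 1 did. The larger shares there thus came with other cells under the same name. Extraembryonic-endoderm-like shares were 0.630% and 0.646% with the library labelled wild type clustered alone.

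The number of cells limits the extraembryonic-endoderm-like class, with 17 and 21 cells. Depth limits the posterior list, of which 5 genes passed the minimum. No paired analysis was possible because each genotype has 1 library.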

Other observations

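Of the tests below, those of ambient RNA, exchanged files, exchanged samples, edited alleles, culture or handling, parental origin and line drift were chosen only after the result was seen. So were the tests with equal cluster shares and those of the cells with a low share of UMIs on chromosome 6 or 11. The tests within clusters for Sp5 and Grb10 were chosen after these genes had been singled out, and what they would show was written before any value within a cluster was seen. The tests of a gain or loss of chromosome 11 in some cells were chosen after its median had been seen, and before any share per cell was. The lists of ATF4 targets and imprinted genes were written after the highest and lowest genes had been seen.

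Sp5 and Sp8 were higher in the library labelled double knockout, with log2 ratios of 2.14 and 0.96, against its label. Several technical explanations are argued against by the tables. Free RNA cannot lift cells above its own level, and in the library labelled double knockout the cluster with most Sp5 had 1.62 times the CPM of the ambient profile, and the cluster with most Sp8 had 1.68 times. Different shares of the clusters do not account for Sp5, whose lowest log2 ratio within a cluster of at least 100 cells in each library was 1.18. For Sp8 the lowest was 0.40 (-0.50 to 1.33), which decides nothing alone. With every cluster at the same share in both libraries the Sp8 log2 ratio was 1.137 (1.054 to 1.231), which argues against cluster shares as its whole cause. In GENCODE M21, 0 annotated genes overlap Sp5 or Sp8 on the same strand. An exchange of files between the sample records stays open, because the values disagree. The 8770 barcodes over the UMI threshold in the file labelled wild type are nearer the 9238 cells the labels give for the wild type than the 11190 given for the double knockout, which goes against it. The median genes per cell (3234 and 2848) and the genes with a UMI (21539 and 21447) rank the files the other way from the labels (5333 and 5398, 25523 and 25786), as an exchange would. An exchange of samples before library preparation stays open, with the Sp5 log2 ratio of 2.14 having the sign it would give. After either exchange the library labelled wild type would be the knockout. It held Sp5 at 108.6 CPM and Sp8 at 20.6 CPM. In its cluster 4 Sp5 reached 146.4 CPM, against 85.39 in its ambient profile. An exchange alone thus does not account for all Sp5 and Sp8 UMIs. Counting of transcripts from edited alleles also stays open, with the Sp8 log2 ratio of 0.96. Under that explanation, loss of Sp5 and Sp8 protein may raise their own transcripts. These cannot be told apart, because gene-level counts do not show the edited sequence.

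ATF4 targets, the genes of the amino acid response, were higher in the library labelled double knockout. Over 46 genes the median log2 ratio was 0.35, with 40 higher and 6 lower. Some had drawn attention by being among the 40 highest genes. Without the 40 highest and 40 lowest genes, the remaining 38 had a median of 0.28, at percentile 100 of matched random lists. A small group of stressed cells is argued against, since leaving out cluster 0, led by Ddit3, lowered the median by only 0.0019. A difference in culture or handling between the preparations stays open and cannot be told apart from genotype, because each genotype was 1 preparation; the list median of 0.35 has the sign both would allow. The biological explanation that the genotype raises these genes was not tested.

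Imprinted genes, which are expressed from 1 parental allele, differed more between the libraries than other genes of the same level. Their median absolute log2 ratio was 0.21 over 42 genes, against 0.10 for matched random lists, so most differences were small. Grb10, Cdkn1c and Phlda2 were among the lowest genes, and Snrpn, named after its value was seen, was higher at 0.70. Among imprinted genes outside the 40 highest and 40 lowest, the median absolute log2 ratio was 0.19, at percentile 99.99 of matched random lists, which argues against chance among genes of the same level. For Grb10, different shares of the clusters are argued against by its log2 ratio nearest 0 within a cluster, -2.28. For the list they are argued against by the median absolute log2 ratio with equal cluster shares. Outside the ends it was 0.23 over 37 genes, against 0.19 in all cells. With the genes at the ends it was 0.30 over 41 genes, against 0.21. Both lay at percentile 100. Differences in cell state within a cluster were not tested. The direction differed by parental origin. Outside the ends, 21 paternally expressed genes had a median of 0.19 and 16 maternally expressed genes one of -0.08. The difference of 0.27 lay at percentile 100 of matched random pairs of lists, although the maternal list alone lay at percentile 8.9. Of the paternally expressed genes 17 were higher and 4 lower, and of the maternally expressed ones 4 were higher and 12 lower. Random pairs take genes as independent, while many listed genes lie on chromosome 7 and may vary together. The percentile may thus overstate the difference. A candidate explanation is that imprints changed in 1 of the lines with opposite effects by parental origin, paternally expressed genes being higher and maternally expressed ones lower in the library labelled double knockout. Such a change could have arisen by drift between the cell lines before the experiment, which stays open: with 1 line per genotype, the Grb10 log2 ratio of -2.79 cannot be told apart from an effect of genotype. Whether a change of imprints gives medians as small as 0.19 and -0.08 was not tested. DNA methylation and expression by allele were not analysed here.

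The median log2 ratio per chromosome was farthest from that of all genes on chromosome 11, which was 0.0716 higher. This is under the 0.3 set beforehand and argues against a gain or loss in most cells of 1 line. A gain in some cells of the library labelled double knockout would need 10.18% of its cells. A share of UMIs on chromosome 11 of 1.2 times or more the median of all cells measured was found in 0.01073%. This does not decide against a gain, because the median comes from the larger group of cells. If that group carries the gain, its cells lie near the median and cannot reach 1.2 times. A loss in some cells of the library labelled wild type would need 9.689% of its cells, and 18.82% had a share of 0.8 times or less. The 9.689% assumes that each such cell lost 1 copy of a pair and that the other library had no such cells. The fall in the low cells was smaller than that, with median log2 ratios from -0.487 to -0.503 in this library. In the library labelled double knockout 6.27% were low as well. Whether the low cells make up the whole shift is thus not decided. In cells over the low limit on chromosomes 6 and 11, the distance of chromosome 11 fell from 0.0716 to 0.0199.

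Cells with a low share of UMIs on chromosome 11 or on chromosome 6 were found in both libraries. A cell state that lowers some genes of the chromosome is argued against. With cells picked on every other gene, at least 97.27% of the remaining genes of chromosome 11 and at least 98.94% of those of chromosome 6 were lower in the picked cells of each library. Fewer copies of the whole chromosome is a candidate explanation. With the genes of each chromosome divided by position at the middle gene, and cells picked on 1 side, the median log2 ratio of the other side was -0.487 or lower on chromosome 11 and -0.4343 or lower on chromosome 6, in both libraries. If UMIs follow copies, a loss of 1 copy from a pair would leave a share near 0.5 times the median. The median log2 ratios were no lower than -0.5344 on chromosome 11 and -0.5105 on chromosome 6. From 0.5 to 0.6 times the median lay 1 cell of the library labelled wild type and 3 of the other on chromosome 11. On chromosome 6 there were 6 and 21. These values argue against that loss in most of the low cells. Whether the low cells lost an extra copy or the others gained one cannot be told apart, because shares within a cell are relative. The low cells were 18.82% on chromosome 11 and 22.07% on chromosome 6 in the library labelled wild type. Chromosome counts were not analysed here.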
